A study of Mus musculus with 3 samples. Its data were reported in "Developmental mRNA m5C landscape and regulatory innovations of massive m5C modification of maternal mRNAs in animals" (2022).

How the data were processed

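RNA bisulfite sequencing was performed by the authors on RNA of C57BL/6J mouse oocytes and embryos at 3 stages, and 1 library was deposited for each stage. Bisulfite turns cytosine (C) into uracil, which is read as T, while 5-methylcytosine (m5C) stays C, so that the share of unconverted reads at a C gives its m5C level. The germinal vesicle (GV) oocytes, which are fully grown oocytes before meiotic resumption, were collected 48 h after 10 IU of pregnant mare serum gonadotrophin. The metaphase II (MII) oocytes, which are matured and ready for fertilization, were collected 12 h after 5 IU of human chorionic gonadotrophin in females primed with 10 IU of the first hormone. The 1-cell embryos were collected 24 h after 5 IU of human chorionic gonadotrophin in mated females primed with 5 IU of the first hormone. These doses are those in the labels. The methods of the study give a higher dose of the second hormone for the MII oocytes and describe the embryos as induced in the same way, so whether the doses differed between the stages is not settled. The conversion text in the labels also differed between the oocytes and the embryos, and library batch and stage cannot be told apart. The labels name polyadenylated RNA, while the methods of the study name RNA depleted of ribosomal RNA for these samples.

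As the methods of the study describe, reads were trimmed with cutadapt and Trimmomatic, aligned to the converted genome with HISAT2, and the remainder aligned to the converted transcriptome with Bowtie2. The build was GRCm38. Sites passed filters on base quality, coverage, level, number of unconverted reads, removal of reads with many unconverted C, signal ratio and genes that resist conversion. The coverage was deposited by the authors as a count of reads with C or T at the site, with no normalization. The m5C level was deposited by the authors as a fraction, the unconverted reads over all reads at the site, and is given here in percent. The p-value that the authors deposited comes from a one-sided binomial test against the conversion rate of the gene, and was used here to check the lists and to recover that rate. In each list the lowest coverage was 20 reads, the lowest level was 10% and the lowest number of unconverted reads was 5. The highest p-value was 0.00098 in the GV oocyte list, 0.000889 in the MII oocyte list and 0.00052 in the 1-cell embryo list. The lists hold called sites alone, so a site missing from a list can be unmethylated, methylated below the limits or not covered, and a density per covered C could not be computed. The need for 5 unconverted reads acts as a higher level limit at low coverage. The 1-cell embryo list analysed here is not the one given in the supplement of the study. Its coverage and levels differ from those there at most sites that could be compared, and it may come from another sequencing run. The part of the oocyte lists that could be compared held the same coverage and levels, and beyond this comparison the supplement was not used.

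Unconverted reads were taken as the level times the coverage, which was whole to within 2.9e-05 reads at every site. Positions were checked against the GRCm38 sequence, and all 15900, 20686 and 24985 sites on chromosomes of the GV oocyte, MII oocyte and 1-cell embryo lists were C on the given strand. The 10, 8 and 11 sites on unplaced scaffolds were kept. Gene symbols were taken by Ensembl identifier from GENCODE release M21 (Ensembl 96), since some symbols in the lists had been turned into dates, and 6105 of 6108, 6733 of 6736 and 6401 of 6407 identifiers were found. The authors used an earlier Ensembl release on the same build. Each site was placed in the transcripts of its own gene, in the order coding sequence (CDS), 5′ untranslated region (UTR), 3′ UTR and other exon. In the order of the 3 stages, 28, 41 and 41 sites lay in no exon of the gene. The bases around a site were read from the spliced transcript with the longest CDS, or from the genome where no exon held the site. A site was called Type II where the bases from the site on were CUCNA, the motif of the methyltransferase NSUN6, and Type I otherwise, the class of NSUN2. Windows of 101 nt centred on the site were folded with RNAfold of ViennaRNA 2.7.2 at 37 °C for 39612 of the 40298 distinct sites, and 1 random uncalled C of the same transcript was folded for each. The other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.

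The unconverted background of a gene was taken as the rate at which the binomial test gives the deposited p-value for the reads of a site, which was tested on simulated data. Sites with p-values under 1e-300 (1278, 1378 and 373 in the order of the stages) were left out of this step. The sites of a gene gave the same rate to within 1% in 100%, 99.95% and 99.96% of the 3325, 4155 and 4463 genes with several sites.

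Comparisons between stages used the sites called in both lists. Each shared site was compared by a two-sided Fisher's exact test on unconverted and converted reads, with Benjamini-Hochberg adjustment over the shared sites of the pair and a threshold of 0.05. With 1 library per stage this test compares libraries, not stages, and no p-value is given across sites, because sites are not replicates. The median level of Type II sites was set against 10000 random lists of Type I sites matched on coverage, and the median change of Type II sites against 10000 lists matched on the earlier level and the later coverage. Intervals are 95% intervals: exact Clopper-Pearson for shares and for single levels, exact Poisson for counts, and order statistics for medians. They cover counting error only, because reads of amplified libraries are not independent molecules. At the median coverage of 121 reads in the GV oocyte list a level of 19.8% had an interval of 13.1% to 28.1%. At the median coverage of 58 reads in the 1-cell embryo list a level of 24.1% had an interval of 13.9% to 37.2%.

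The Fisher test was tested on simulated data with the real coverages and 200 changed sites per pair. For MII oocyte against GV oocyte, over 12954 sites, 78% of the sites raised by 30 points and 22% of those raised by 10 points were recovered, and 4 unchanged sites were called. For 1-cell embryo against MII oocyte, over 8015 sites, the recovered shares were 73% and 16%, with 2 unchanged sites called. For 1-cell embryo against GV oocyte, over 6478 sites, they were 78% and 12%, with 2 unchanged sites called.

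Named sites were, for each pair of stages, the 2 largest rises and the 2 largest falls among sites with an adjusted p under 0.05 and a coverage of at least 100 reads in both stages, at most 1 per gene and direction. Named genes were the 3 with most sites in each stage and a list of 10 genes: Nsun2, Nsun6, Ybx1, Gdf9, Bmp15, Zp3, Mos, Npm2, Dppa3 and Btg4. These rules, the comparisons and most alternatives were chosen before the data were examined. The alternatives were a coverage minimum of 50 or 100 reads, a level minimum of 20%, every site thinned to 20 reads with at least 3 unconverted, no other called site within 10 nt, autosomes only, sites called in all 3 stages, a level difference of at least 10 points, Bonferroni adjustment, CUCCA as the Type II motif, and 5′ UTR ahead of CDS. The predicted pairing, the comparison of change between the types, and alternatives with reads divided by 5, with levels of exactly 100% left out and with the motif from the genome were added after the data had been seen, as were those for G content, pairing and change between the types.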

Results

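Bisulfite sequencing lists of m5C sites in mRNA were available for GV oocytes, MII oocytes and 1-cell embryos of the mouse, with 1 library per stage and hence no replicate check for any value. The reads at called sites summed to 4475058 in the GV oocyte, 5285011 in the MII oocyte and 2616279 in the 1-cell embryo. The median coverage of a site was 121 reads (quartiles 57 and 275) in the GV oocyte, 107 reads (52 and 244) in the MII oocyte and 58 reads (36 and 100) in the 1-cell embryo. Sites under 50 reads made up 20.3% of the GV oocyte list, 22.9% of the MII oocyte list and 41.0% of the 1-cell embryo list. The deposited 1-cell embryo list differed in its levels from the one given with the study, so the values of this stage describe the deposited library alone. The study followed mRNA m5C through oocyte maturation and fertilization, and the comparisons below ask how the number, level and class of sites differed between these libraries.

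The GV oocyte list held 15910 sites (95% interval 15664 to 16159) in 6108 genes. The MII oocyte list held 20694 sites (20413 to 20978) in 6736 genes, and the 1-cell embryo list held 24996 sites (24687 to 25308) in 6407 genes. In the lists as deposited the 1-cell embryo thus had the most sites and the MII oocyte the most genes, but neither order held under every alternative. A level minimum of 20% moved the oocyte counts most, to 7773 sites in the GV and 10300 in the MII oocyte, with 15060 in the 1-cell embryo. A coverage minimum of 100 reads moved the 1-cell embryo most and put it last, with 9020, 10809 and 6256 sites in the order of the stages, and at 50 reads the MII oocyte already had more sites (15946) than the 1-cell embryo (14749). With sites thinned to 20 reads the 1-cell embryo stayed first, with 11985, 15743 and 20495 sites in the order of the stages. The order of the gene counts changed too, with 5034 genes in the MII oocyte and 5613 in the 1-cell embryo at a level minimum of 20%, and 6125 and 6137 with sites thinned to 20 reads. The share of genes with a single site was 41.2% in the GV oocyte, 35.2% in the MII oocyte and 29.7% in the 1-cell embryo.

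The median level of all called sites was 19.5% (19.2% to 19.7%) in the GV oocyte, 19.8% (19.5% to 20.0%) in the MII oocyte and 23.8% (23.5% to 24.1%) in the 1-cell embryo. The intervals of the oocyte lists overlapped. A level minimum of 20%, which raises every median by construction, gave 32.4%, 32.6% and 35.1%. The order of the stages depended on coverage. At a coverage of at least 50 reads, where the limit of 5 unconverted reads no longer raises the level a site needs, the medians were 18.3%, 18.6% and 18.2%, and at 100 reads they were 18.3%, 18.9% and 17.4%. Sites at a level of 50% or more made up 11% of the GV oocyte list, 11.9% of the MII oocyte list and 16.7% of the 1-cell embryo list. A level of exactly 100% was found at 2 sites in the GV oocyte, 8 in the MII oocyte and 551 in the 1-cell embryo.

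**Figure D1:**
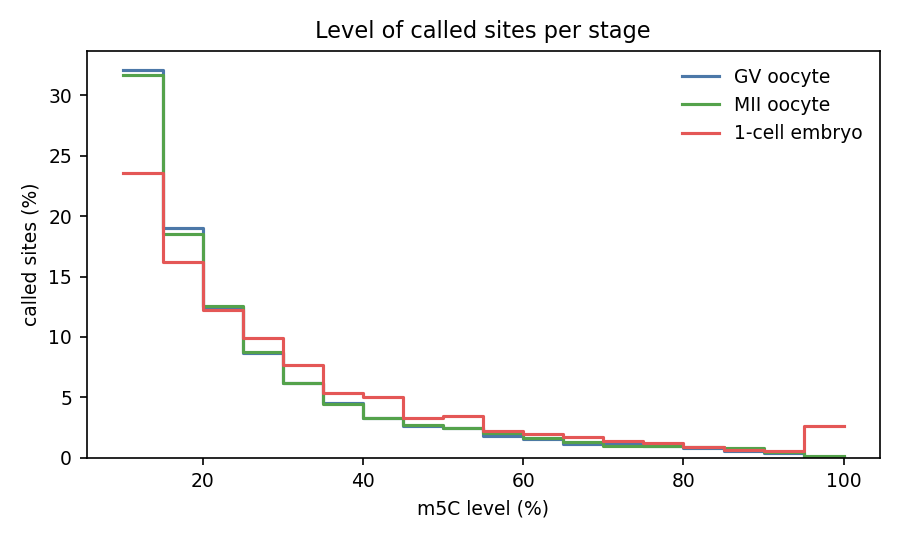
Share of called sites (%) by m5C level (%) in bins of 5 points, 1 line per stage. The oocyte lines nearly coincide, and the 1-cell embryo line has a smaller share of its sites in the lowest bin and a rise in the bin that ends at 100%.

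**Figure D2:**
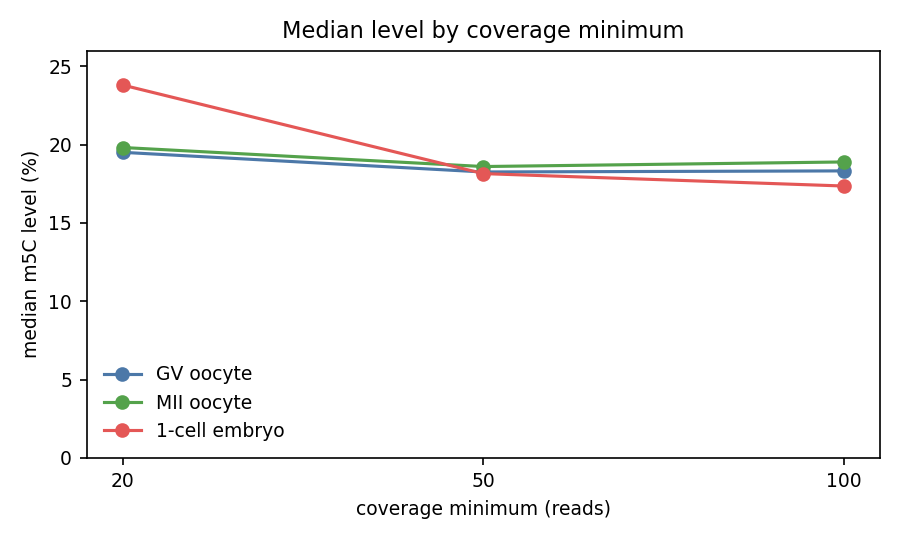
Median m5C level (%) of called sites against the coverage minimum in reads, 1 line per stage. The 1-cell embryo lies above the oocytes at 20 reads and below both at 100 reads (17.4% against 18.3% and 18.9%).

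The lists of the oocytes overlapped more with each other than with that of the embryo. The GV and MII oocytes shared 12954 sites, 81.4% (80.8% to 82.0%) of the GV oocyte list and 62.6% (61.9% to 63.3%) of the MII oocyte list. The MII oocyte and the 1-cell embryo shared 8015 sites, 38.7% (38.1% to 39.4%) of the MII oocyte list and 32.1% (31.5% to 32.6%) of the 1-cell embryo list. The GV oocyte and the 1-cell embryo shared 6478 sites, 40.7% of the GV oocyte list. The 3 lists together held 40298 distinct sites in 8353 genes, of which 6145 sites were called at every stage and 16648 in the 1-cell embryo alone. At a coverage of at least 100 reads, the pairs shared 7359, 2707 and 2127 sites in the same order. Of the sites called in the 1-cell embryo alone, 88.4% lay in genes with a called site in an oocyte.

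At shared sites, levels were higher at the later stage in each pair. From the GV to the MII oocyte the median difference was 4.87 points (4.72 to 5.02), and the medians were 20.9% and 26.5%. By Fisher's exact test on the reads of these libraries, 2538 of the 12954 sites were higher and 125 lower in the MII oocyte. From the MII oocyte to the 1-cell embryo the median difference was 12.7 points (12.3 to 13.2), with 4115 of the 8015 sites higher and 196 lower. From the GV oocyte to the 1-cell embryo it was 19.2 points (18.7 to 19.8), with 4284 of the 6478 sites higher and 68 lower. Thinning every site to 20 reads moved the counts of higher sites most, and left 0 sites higher and 0 lower for the first pair, 554 and 10 for the second, and 826 and 4 for the third. With all reads divided by 5, the alternative chosen after the data were seen that treats reads as copies, 90 sites were higher and 3 lower for the first pair, 587 and 5 for the second, and 1362 and 5 for the third. Across shared sites, which are not independent replicates, Pearson's r of the levels was 0.885 for GV and MII oocyte, 0.694 for MII oocyte and 1-cell embryo and 0.655 for GV oocyte and 1-cell embryo.

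The sites called at every stage were also followed over both steps. Of the 6145 sites called at every stage, 4144, or 67.4% (66.2% to 68.6%), rose at both steps and 112, or 1.82% (1.5% to 2.19%), fell at both. In 200 simulations with 1 unchanged level per site and the real coverages, 19.5% of the sites rose at both steps on average, with a highest share of 21.4%, and 18.6% fell. The simulations hold read-counting noise alone, so a shift of a whole library would also exceed them, and the share adds no evidence apart from the differences at shared sites. With every site thinned to 20 reads, 37.2% rose at both steps and 2.29% fell. The median levels of these sites were 21.6% in the GV oocyte, 28.1% in the MII oocyte and 45.5% in the 1-cell embryo.

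Single sites with large differences are given with coordinates on GRCm38. They were ranked among sites with an adjusted p under 0.05 and at least 100 reads in both stages. From the GV to the MII oocyte the largest rise was in exon 3 of Vrtn (ENSMUSG00000071235, chromosome 12, position 84649583, plus strand, CDS), from 34.8% of 330 reads to 75.3% of 231 reads (Fisher's exact test, adjusted p = 2.89e-19). It was followed by a site in exon 29 of Pik3c2a (ENSMUSG00000030660, chromosome 7, position 116342979, minus strand, CDS), from 32.8% of 134 reads to 72.6% of 146 reads (exact test, adjusted p = 1.75e-09). The largest fall was in exon 11 of Gsk3b (ENSMUSG00000022812, chromosome 16, position 38241294, plus strand, 3′ UTR), from 72.9% of 166 reads to 39.8% of 133 reads (exact test, adjusted p = 4.67e-07). A site in exon 7 of Ccni (ENSMUSG00000063015, chromosome 5, position 93182935, minus strand, 3′ UTR) went from 56.9% of 204 reads to 26% of 219 reads (exact test, adjusted p = 6.32e-09). In the 1-cell embryo the Gsk3b site was at 100% of 20 reads and the Ccni site at 100% of 50 reads, so neither fall continued. The Pik3c2a rise did not continue either, with 43.9% of 41 reads in the 1-cell embryo, while the Vrtn site was at 84.1% of 63 reads. With reads divided by 5, the adjusted p of the Pik3c2a, Gsk3b and Ccni sites was 0.371, 0.634 and 0.272.

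From the MII oocyte to the 1-cell embryo the ranking again held only sites with at least 100 reads in both stages. The Ccni site, with 50 reads in the 1-cell embryo, was thus not ranked. The largest rise was in exon 3 of the long noncoding RNA 9330102E08Rik (ENSMUSG00000107879, chromosome 6, position 128172067, minus strand), from 27.1% of 262 reads to 93.1% of 131 reads (exact test, adjusted p = 3.06e-36). This site was not called in the GV oocyte. A site in exon 3 of Daglb (ENSMUSG00000039206, chromosome 5, position 143473002, plus strand, CDS) rose from 17% of 412 reads to 79.7% of 123 reads (exact test, adjusted p = 3.74e-35), and stood at 12.8% of 514 reads in the GV oocyte. The largest fall was in exon 1 of Spint1 (ENSMUSG00000027315, chromosome 2, position 119237994, plus strand, CDS), from 68.7% of 252 reads to 28.3% of 120 reads (exact test, adjusted p = 5.69e-12). A site in exon 3 of Paqr4 (ENSMUSG00000023909, chromosome 17, position 23737960, minus strand, CDS) went from 79.8% of 104 reads to 48.1% of 106 reads (exact test, adjusted p = 9.23e-06, and 0.251 with reads divided by 5), and stood at 53.1% of 147 reads in the GV oocyte.

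From the GV oocyte to the 1-cell embryo the Daglb site had the largest rise, 66.8 points (exact test, adjusted p = 1.04e-44). It was followed by a site in exon 1 of Strap (ENSMUSG00000030224, chromosome 6, position 137735330, plus strand, 5′ UTR), which went from 17.4% of 619 reads to 80.9% of 136 reads (exact test, adjusted p = 2.33e-43), with 32.0% of 553 reads in the MII oocyte. The largest fall was in exon 7 of Aes (ENSMUSG00000054452, chromosome 10, position 81565604, plus strand, CDS), from 72.1% of 272 reads to 35.8% of 106 reads (exact test, adjusted p = 9.4e-10). The Spint1 site was next, and stood at 63.3% of 294 reads in the GV oocyte. All of these sites were Type I. With sites thinned to 20 reads, the differences of Vrtn, Gsk3b, Ccni, 9330102E08Rik and Aes, and that of Spint1 from the GV oocyte, were no longer called, and the Pik3c2a site did not pass the limits in both oocytes and had no value.

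The genes with most sites in the GV oocyte were Lama5 with 23 sites and Cep170b and Kmt2b with 19 each, a count that Mn1 shared. In the MII oocyte they were Lama5 with 34, Mn1 with 30 and Kmt2b with 28 sites. In the 1-cell embryo they were Gse1 with 39, Lama5 with 38 and Ephb6 with 32 sites. Lama5 (ENSMUSG00000015647, chromosome 2, 180176373 to 180225859) held all of its sites in the CDS, with a median level of 18.6% in the GV oocyte, 16.8% in the MII oocyte and 35.6% in the 1-cell embryo at median coverages of 166, 136.5 and 39.5 reads. At a coverage of at least 50 reads, Lama5 had 11 sites in the 1-cell embryo. The other genes were Cep170b on chromosome 12 from 112720455 to 112746592, Kmt2b on chromosome 7 from 30568858 to 30588726 and Mn1 on chromosome 5 from 111417362 to 111457033, and Gse1 on chromosome 8 from 120228456 to 120581390 and Ephb6 on chromosome 6 from 41605482 to 41620509. Kmt2b had 2 sites in the 1-cell embryo, at a median coverage of 28 reads.

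Among the listed genes, Nsun6, Ybx1 and Dppa3 had no called site in any list, which does not show absence of methylation. Btg4 had a site in exon 4 (chromosome 9, position 51117953, plus strand, CDS) at 77.8% (76.8% to 78.8%) of 7095 reads in the GV oocyte, 87% (86.2% to 87.7%) of 7940 reads in the MII oocyte and 91.7% (90.7% to 92.7%) of 3062 reads in the 1-cell embryo. A site in exon 2 of Gdf9 (chromosome 11, position 53437349, plus strand, CDS) was at 45.3% of 16549 reads, 50.1% of 6767 reads and 58.3% of 648 reads in the same order. A site in exon 1 of Zp3 (chromosome 5, position 135980219, plus strand, CDS) was at 17.7% of 7358 reads, 28.0% of 1858 reads and 38.9% of 149 reads. The site of Bmp15 found at each stage (chromosome X, position 6320390, minus strand, 5′ UTR) showed no such course, with 12.5% (11.6% to 13.5%), 14.1% (13.1% to 15.2%) and 13.1% (11.8% to 14.6%). Npm2 (chromosome 14, minus strand) had 3 sites at each stage. Its 3′ UTR site at position 70647466 was at 18.7%, 27.1% and 25.9%, and its 5′ UTR site at position 70652667 at 19.6%, 24.5% and 34.3%. Nsun2 had 1 site in the GV oocyte and 1 other site in the 1-cell embryo. Mos had 1 site in the MII oocyte and 1 in the 1-cell embryo, at positions 3871682 and 3871700 of chromosome 4.

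Most sites were Type I. The Type II share was 5.91% (5.55% to 6.29%) in the GV oocyte, 5.03% (4.74% to 5.34%) in the MII oocyte and 3.44% (3.22% to 3.68%) in the 1-cell embryo, with 940, 1041 and 860 sites. The intervals of the 3 stages did not overlap. A level minimum of 20% moved the oocyte shares most, to 6.48% and 5.66%, and taking CUCCA alone moved that of the 1-cell embryo most, to 3.01%. The median level of Type II sites exceeded that of Type I sites by 2.09 points in the GV oocyte and by 2.30 points in the MII oocyte. It lay at the 99.98 percentile of coverage-matched Type I lists in the GV oocyte and above all 10000 lists in the MII oocyte. The study used a one-sided Student's t-test across sites, and reported a higher Type II level in humans but not in its other species. Its test compares means, while the values here compare medians, and the percentiles treat sites as independent draws. In the 1-cell embryo the excess was 1.01 points and lay at the 87.7 percentile, inside the range of the lists. With sites thinned to 20 reads, which moves levels in steps of 5 points, the excess was 5 points in both oocytes and 0 in the 1-cell embryo. At a coverage of at least 100 reads it was 2.08, 1.12 and 1.94 points in the order of the stages, so that the smaller excess of the 1-cell embryo than of the MII oocyte was not found there.

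At shared sites, levels of Type II sites rose less than those of Type I sites. From the GV to the MII oocyte the median change was 3.15 points (2.65 to 3.80) at 765 Type II sites and 4.99 points (4.84 to 5.17) at 12182 Type I sites. From the MII oocyte to the 1-cell embryo it was 7.26 points (5.71 to 9.28) at 387 Type II sites and 13.0 points (12.6 to 13.5) at 7624 Type I sites. From the GV oocyte to the 1-cell embryo it was 11.5 points (8.76 to 13.9) and 19.7 points (19.1 to 20.3). In each pair the Type II median lay below all 10000 matched Type I lists, whose middle 95% ran from 11.4 to 15.3 points for the second pair.

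**Figure D3:**
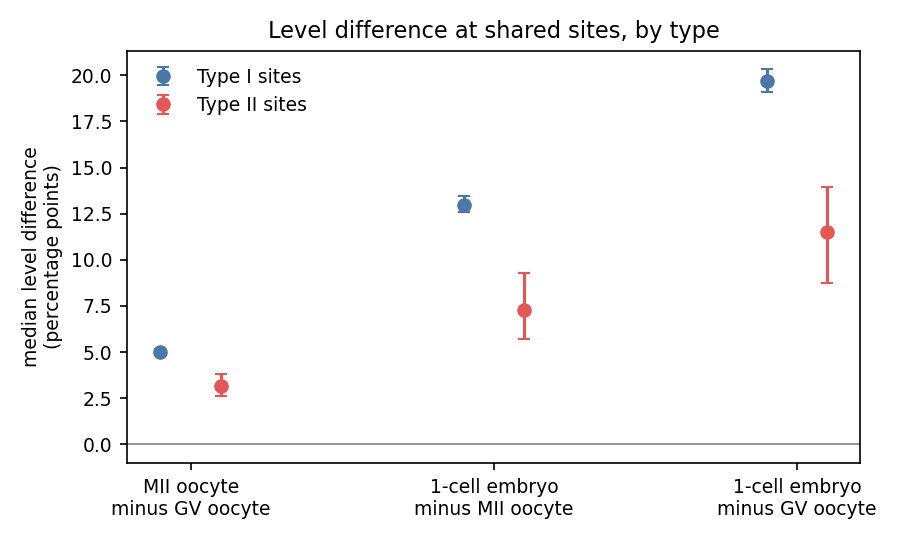
Median level difference at shared sites (percentage points, later minus earlier stage) for each pair of stages, with 95% intervals, for Type I and Type II sites. The Type II median lies below the Type I median in each pair, at 7.26 against 13.0 points for the 1-cell embryo minus the MII oocyte.

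The CDS held 68.1% (67.4% to 68.8%) of the sites in the GV oocyte, 68.6% (68.0% to 69.2%) in the MII oocyte and 73.3% (72.7% to 73.8%) in the 1-cell embryo. The 5′ UTR held 11.2% (10.7% to 11.7%), 11.3% (10.9% to 11.7%) and 10.3% (9.89% to 10.6%). The 3′ UTR held 18.7% (18.1% to 19.3%), 18.1% (17.5% to 18.6%) and 14.6% (14.2% to 15.1%). The oocyte lists had overlapping intervals in each region, while the 1-cell embryo had a higher CDS share and lower UTR shares. A coverage of at least 100 reads moved the CDS and 3′ UTR shares most, to 73.3%, 73.7% and 78.5% in the CDS and 15.9%, 15.2% and 10.1% in the 3′ UTR. The 5′ UTR share was then 9.47%, 9.85% and 9.83%, so that the lower 5′ UTR share of the 1-cell embryo was not found at that coverage.

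Type I sites were followed by G. At positions +1 to +4 from the site, Type I sites had on average 2.23 G in the GV oocyte (SD 0.858 across sites), 2.21 (SD 0.859) in the MII oocyte and 1.98 (SD 0.916) in the 1-cell embryo. All C of the transcripts of the same genes had 0.932, 0.929 and 0.924 G. The highest share of G was at +2, with 68.9%, 68.4% and 61.2% of Type I sites against 29.1%, 29.0% and 28.9% of all C. A level minimum of 20%, an alternative chosen after the data were seen, moved the means most, to 2.28, 2.26 and 2.04. No G at all followed 1.64%, 1.71% and 5.16% of Type I sites.

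**Figure D4:**
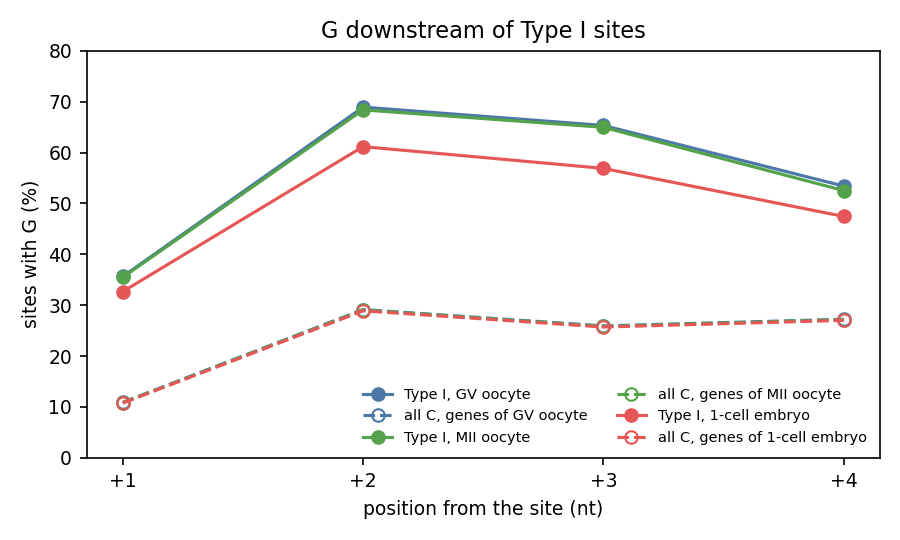
Share of sites (%) with G at positions +1 to +4, for Type I sites of each stage (filled points) and for all C of the transcripts of the same genes (open points, dashed). Type I sites lie above all C at each position, and the 1-cell embryo lies below the oocytes.

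The predicted structure around the sites differed between the types. The Type I site itself was paired in 60.0% (59.5% to 60.5%) of windows, against 57.7% (57.2% to 58.2%) of random C, and pairing was highest at +3, at 72.3% (71.8% to 72.7%). The Type II site was paired in 38.3% (35.9% to 40.7%) of windows, and pairing was lowest at +4, at 35.0% (32.7% to 37.4%). The Type II site was paired in 33.5% of windows in the GV oocyte, 32.8% in the MII oocyte and 44.2% in the 1-cell embryo.

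**Figure D5:**
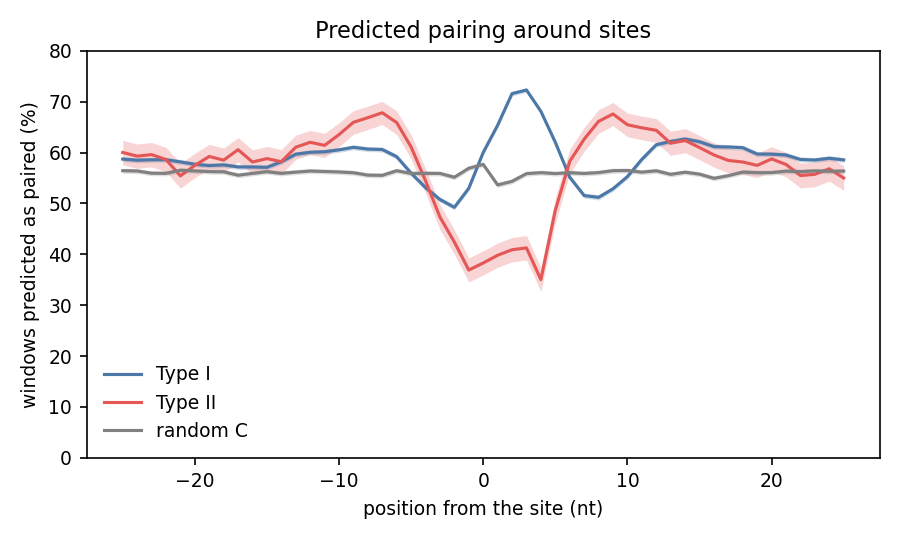
Share of folded windows (%) with a paired base at each position within 25 nt of the site, for Type I sites, Type II sites and random C of the same transcripts, with 95% intervals as bands. Pairing of Type I windows peaks at +3 (72.3%), and Type II windows dip around the site (38.3% at the site).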

Values the study reported

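The study reported that sites in untranslated regions made up 20.6% to 36.8% of the maternal m5C sites of frogs and mammals. It gave a Type I share of 86% to 97% for maternal sites in most of the species it examined.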

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

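The alternatives with reads divided by 5, with levels of exactly 100% left out and with the motif from the genome, and those for G content, pairing and the change between types, were chosen only after the data had been seen. The other alternatives had been fixed beforehand. Of the 682 values computed for 106 results, 167 of the main results stayed within the interval of the reported value, or within 1.5 times for a count, and 135 moved beyond it, and none changed sign. Of the values for single named sites and genes, 316 stayed, 54 counts moved and 10 site differences lost their call. No paired analysis was possible because each stage had 1 library. The moved values follow in the order GV oocyte, MII oocyte, 1-cell embryo for stages, and MII against GV oocyte, 1-cell embryo against MII oocyte, 1-cell embryo against GV oocyte for pairs. Where no construction is named, the cause was not tested.

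At a coverage of at least 100 reads, which removes sites by construction, 9020, 10809 and 6256 sites in 3901, 4042 and 2355 genes were left, and 7359, 2707 and 2127 were shared by the pairs. The median levels became 18.3%, 18.9% and 17.4%, so that the 1-cell embryo was lowest instead of highest. The median differences became 5.19, 8.87 and 14.7 points. The calls were 1531 higher and 84 lower for the second pair and 1606 and 22 for the third, and 77 lower for the first. Rising at both steps became 73.8% and falling 1.25%. The Type II share of the MII oocyte became 4.63%. The CDS held 73.3, 73.7 and 78.5%, the 5′ UTR 9.47, 9.85 and 9.83% and the 3′ UTR 15.9, 15.2 and 10.1%.

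At a coverage of at least 50 reads the 1-cell embryo kept 14749 sites and shared 5022 with the MII and 3984 with the GV oocyte. The median levels became 18.3%, 18.6% and 18.2%, and the differences from MII and GV oocyte to the 1-cell embryo 10.0 and 16.3 points, with 2636 and 2762 sites higher. Rising at both steps became 69.4% and falling 1.40%. The CDS held 71.0, 71.3 and 75.5% and the 3′ UTR 17.3, 16.6 and 12.9%, the 5′ UTR 10.1 and 10.5% in the oocytes, and the G content of the 1-cell embryo was 2.004.

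At a level of at least 20%, 7773, 10300 and 15060 sites were left and 6342, 4333 and 3244 shared. The median levels became 32.4%, 32.6% and 35.1%, which the limit raises by construction, and the differences 6.46, 15.0 and 22.4 points. The calls were 1539 higher and 82 lower, 2307 higher and 96 lower and 2193 higher and 30 lower. The Type II shares of the oocytes became 6.48 and 5.66%. The CDS held 66.7, 67.0 and 71.9%, the 3′ UTR 19.6, 19.2 and 15.3% and the 5′ UTR of the 1-cell embryo 10.8%. The G content was 2.28, 2.26 and 2.04.

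With every site thinned to 20 reads, where levels move in steps of 5 points by construction, the medians were 25%, 25% and 30%, and the differences to the 1-cell embryo 15 and 20 points. The calls were 0 higher and 0 lower, 554 higher and 10 lower and 826 higher and 4 lower, so that no call between the oocytes was made at that depth. Rising at both steps became 37.2% and falling 2.29%. Type II exceeded Type I by 5 points in the GV and 5 points in the MII oocyte, and by 0 points in the 1-cell embryo. The CDS held 67.9 and 72.6% in the MII oocyte and the 1-cell embryo.

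Bonferroni adjustment, stricter by construction, gave 601 higher and 30 lower, 1748 higher and 24 lower and 2327 higher and 11 lower. Reads divided by 5 gave 90 higher and 3 lower, 587 higher and 5 lower and 1362 higher and 5 lower. A difference of at least 10 points left 1689 sites higher in the MII than in the GV oocyte. At sites called in all 3 stages the medians were 21.6%, 28.1% and 45.5%, the first difference was 5.70 points with 76 sites lower, and its Type II minus Type I change was -2.53 points. Without levels of exactly 100% the median of the 1-cell embryo was 23.3% and the differences to it 11.9 and 18.1 points. CUCCA alone, a narrower motif by construction, gave Type II shares of 5.52, 4.69 and 3.01%. With 5′ UTR ahead of CDS, which moves sites by construction, the 5′ UTR held 12.3, 12.4 and 11.6% and the CDS 67.0, 67.5 and 72.0%. Without neighbours within 10 nt the 5′ UTR held 10.6, 10.8 and 9.38%, and the CDS of the 1-cell embryo 73.8%.

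The site differences that lost their call were those of Vrtn, Gsk3b, Ccni, 9330102E08Rik, Aes and Spint1 (GV oocyte to 1-cell embryo) with sites thinned to 20 reads, and those of Pik3c2a, Gsk3b, Ccni and Paqr4 with reads divided by 5. No value could be had for the Pik3c2a site thinned to 20 reads, or for the Daglb and Strap sites at a level of at least 20%, since these sites did not pass the limits in both stages. Depth limits the 1-cell embryo most, where a level of 24.1% at the median of 58 reads had an interval of 13.9% to 37.2%.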

Other observations

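The tests of sampling of few reads, of unconverted reads without methylation, of random C and of the background per gene were chosen only after the result they bear on was seen, and the sampling test was rerun in the form more favourable to its explanation. The comparison of change between the types and the predicted pairing were themselves added after the data had been seen, with the outcome for either case written before the values that decide it were computed, and for the paired stretches after the other values on pairing and types were known. The other tests had their outcome for either case written first, but the limit of 50 reads in the test across genes was not part of it.

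Levels at shared sites were higher in the 1-cell embryo than in the MII oocyte, by a median of 12.7 points. The rule of 5 unconverted reads cannot act at 100 reads, and there the difference was still 8.87 points (8.25 to 9.28, 2707 sites). Noise combined with the level minimum would leave no difference at sites of 30% or more in the MII oocyte at 100 reads, and there it was 11.4 points (10.2 to 12.8, 862 sites). Incomplete conversion of the whole library had been written to leave most neighbouring C called. Of the other C within 50 nt of 1-cell embryo sites, 1.54% were called, against 0.854% in the MII oocyte. The authors tested each site against the conversion rate of its gene and removed reads with many unconverted C. A low share can thus arise under such a failure too, and this value decides nothing. The smaller rise of Type II sites argues against a uniform failure only for the gap between the types, since Type II sites rose too, by 7.26 points. The unconverted background per gene, recovered from the deposited p-values, bears on the rise that both types share. Its median over 3632 genes with shared sites was 0.418% (0.409% to 0.427%) in the 1-cell embryo and 0.375% in the MII oocyte, far below that rise. This argues against a failure alike at every C, but genes that resist conversion had been left out by the authors, and a failure limited to certain C or reads is not covered. Incomplete conversion in paired stretches remains open. Type I sites predicted as paired rose by 13.1 points, at the 97.94 percentile of matched unpaired lists (median 12.7 points, middle 95% 12.2 to 13.1). That percentile went with the explanation as written, but unpaired sites rose nearly as much. Pairing of the site base may thus account for a small part of the rise at most. Sites were split by that base alone, so a paired stretch next to an unpaired site is not covered. Loss of unmethylated copies of transcripts remains open. Across 2501 genes, Spearman's rho between the coverage ratio and the level difference was -0.00938 at 50 reads or more, where a value under -0.1 had been written as its mark, and -0.0771 over all 3804 genes. That outcome went against the explanation as written, for the genes kept. The minimum of 50 reads can leave out the genes whose coverage fell most, so a loss that differs between genes is not excluded. A loss of the same size in every gene gives no relation, so this test cannot decide on it. That limit was added after the result was seen. For MII against GV oocyte the same rho at 50 reads or more was -0.110, which is under the written mark of -0.1. The deposited 1-cell embryo list also differs in coverage and levels from the list given with the study and may stem from another run, which no test here addresses and which bears on the rise, on the sites at 100% and on the low coverage of this stage. Library batch and stage cannot be told apart, and a true rise of methylation after fertilization was not tested apart from them.

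The Type II share was lower in the 1-cell embryo list than in the oocyte lists. Lower coverage was tested as its source, and at 50 reads or more the share was 3.44% (3.15% to 3.75%) against 4.81% (4.48% to 5.16%) in the MII oocyte, which argues against it. A smaller rise of Type II than of Type I sites was the other candidate explanation, and the Type II median change of 7.26 points lay at percentile 0 of the matched Type I lists. Such a difference may keep more Type II sites below the level minimum. Sites of the MII oocyte were found again about as often for both types, 387 of 1041 Type II and 7624 of 19643 Type I sites. The lower share lay in sites called in the 1-cell embryo alone, with 2.73% Type II, against 4.85% of those also called in an oocyte. Whether fewer new Type II sites passed the minimum there, or random C were added, was not separated. Type II sites were also predicted as paired less often. Type I sites with a paired and an unpaired site base differed in their rise by far less (13.1 against 12.7 points) than the types did. Pairing of the bases next to the site was not tested. Batch remains open here too.

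In the 1-cell embryo 551 sites in 516 genes were at exactly 100%, at a median coverage of 28 reads, and 112 of them had 50 reads or more. Unconverted reads spread at random over unmethylated C would fall on C that are seldom called elsewhere. Of these sites, 84.8% (81.5% to 87.7%) were also called in the MII oocyte, with a median level there of 61.5%. They had 2.23 G downstream against 0.924 for all C. Both values argue against such a random source. Single C that resist conversion in every library would recur as well, so the values cannot decide on those. Whether sampling of few reads explains part of the sites at 100% remains open. Draws from the MII oocyte levels raised by the median difference gave 166.3 sites at 100% (156 to 182 in 200 draws) against 467 observed among the shared sites. A first version that held levels just below 100% gave fewer. Levels that the raise takes to 100% give such sites by construction, so the number does not measure sampling alone. It lies between the outcomes written for either case, and decides nothing. Few starting molecules copied many times were tested by whether deviations of sites within 30 nt go together more than those 200 to 1000 nt apart. The excess in 1-cell embryo against MII oocyte was lower than in MII against GV oocyte, by -0.157 (-0.273 to -0.0351), with correlations of 0.00467 near and 0.0373 far against 0.261 and 0.137. This outcome went against the explanation as written beforehand, and argues against it for the pairs of sites compared. A limit was added after the result was seen. Few molecules raise that correlation only where neighbouring C of 1 molecule are methylated together. Deviations of close sites did go together in MII against GV oocyte, at 0.261 (0.187 to 0.342). In 1-cell embryo against MII oocyte they did not, at 0.00467 (-0.0838 to 0.101). No biological explanation was tested.

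The 16648 sites called in the 1-cell embryo alone had 1.81 G at +1 to +4, against 2.12 for 1-cell embryo sites also called in an oocyte and 0.924 for all C. The value lies nearer to that of shared sites, which argues against most of them being random C left unconverted. A minority of such C could be among them, as could sites below the limits in the oocytes. The size of that minority was not measured, and the higher site count of the 1-cell embryo list may rest on it in part. No G followed 5.16% of Type I sites in the 1-cell embryo, against 1.71% in the MII oocyte. The Type II site was paired in 44.2% of windows, against 32.8%, and random C of 1-cell embryo transcripts in 57.9%. Both differences go toward random C. Sites called in the 1-cell embryo alone had a Type II share of 2.73%, against 4.85% of the 1-cell embryo sites also called in an oocyte.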
